# Effects of Larval Density on Gene Regulation in *Caenorhabditis elegans* During Routine L1 Synchronization

**DOI:** 10.1534/g3.118.200056

**Published:** 2018-03-30

**Authors:** Io Long Chan, Oliver J. Rando, Colin C. Conine

**Keywords:** chemical signaling, density effects, development, gene expression

## Abstract

Bleaching gravid *C. elegans* followed by a short period of starvation of the L1 larvae is a routine method performed by worm researchers for generating synchronous populations for experiments. During the process of investigating dietary effects on gene regulation in L1 stage worms by single-worm RNA-Seq, we found that the density of resuspended L1 larvae affects expression of many mRNAs. Specifically, a number of genes related to metabolism and signaling are highly expressed in worms arrested at low density, but are repressed at higher arrest densities. We generated a GFP reporter strain based on one of the most density-dependent genes in our dataset – *lips-15* – and confirmed that this reporter was expressed specifically in worms arrested at relatively low density. Finally, we show that conditioned media from high density L1 cultures was able to downregulate *lips-15* even in L1 animals arrested at low density, and experiments using *daf-22* mutant animals demonstrated that this effect is not mediated by the ascaroside family of signaling pheromones. Together, our data implicate a soluble signaling molecule in density sensing by L1 stage *C. elegans*, and provide guidance for design of experiments focused on early developmental gene regulation.

Developing *C. elegans* larvae can enter developmental arrest under unfavorable environmental conditions. For example, starvation-induced developmental arrest is reversible and can occur during all stages of larval development (Hu 2007; Seidel and Kimble 2011; Baugh 2013; Schindler *et al.* 2014). While various developmental arrest paradigms serve as key models for studying a multitude of biological processes, *C. elegans* researchers also make use of such developmental arrest protocols to generate synchronous populations for experiments (Lewis and Fleming 1995). For example, rather than progressing through development, embryos that hatch as first larval stage (L1) worms in the absence of food will instead enter L1 developmental arrest. A routine method performed by *C. elegans* researchers makes use of this L1 arrest phenomenon to generate developmentally-synchronized populations for experiments. The general protocol is to bleach gravid adult animals to obtain embryos, followed by hatching and a short period of starvation in buffer to generate arrested L1s; arrested L1s can then resume development synchronously upon being provided with food (Emmons *et al.* 1979; Lewis and Fleming 1995).

However, details of the culture conditions used for population synchronization by L1 arrest – such as, *e.g.*, worm density – are not commonly reported in the literature, and may have effects on organismal physiology. In the course of investigating dietary effects on gene regulation in *C. elegans*, we uncovered massive batch effects in an L1-stage RNA-Seq dataset. As the density of arrested L1 animals has been reported to affect starvation survival in an experimental setting that is similar to the routine population synchronization method (Artyukhin *et al.* 2013), we hypothesized that failure to control L1 arrest density in our initial studies resulted in the RNA-Seq batch effects.

We therefore set out to systematically characterize genome-wide effects of L1 density on gene expression using single worm RNA-seq. We characterized mRNA abundance genome-wide in two genetic backgrounds – wild-type N2 animals as well as the gonochoristic *fog-2* mutant – arrested in L1 at 1, 5, 20, or 100 eggs/μL. We identified 53 genes, primarily encoding various metabolic enzymes and potential signaling molecules, that were robustly affected by larval density in both strains. We confirmed these findings in detail for the relatively uncharacterized *lips-15* gene, generating a promoter *Plips-15*::*gfp* reporter strain as a sensor for L1 density. Finally, results from conditioned media experiments reveal that an ascaroside-independent pathway mediates this chemical communication between L1s, and suggest the possibility of an unknown density-sensing system in *C. elegans*. Together our results reveal a robust molecular phenotype that correlates with larval density during L1 developmental arrest, demonstrating that this variable must be carefully controlled when performing L1 arrest for molecular studies.

## Methods

### C. elegans strains and maintenance

All strains were maintained at 20° and passaged for at least four generations under non-starvation conditions before experimentation. The Bristol N2 strain was used as wild-type. Alleles used in this study listed by chromosome. LGII *daf-22(m130)* strain DR476, *Plips-15*::*gfp*::*unc-54 3′utr* (we are currently awaiting an allele and strain designation for these animals); LGV *fog-2(q71)* strain CB4108. The *Plips-15*::*gfp* reporter strain was constructed using MosSCI (Frøkjaer-Jensen *et al*. 2008).

### Strain passaging and bleaching

Animals were passaged by bleaching gravid worms and directly plating 125,000 eggs mixed with *E. coli* OP50 (washed and resuspended in M9 buffer to 0.33 g/mL), therefore worms never experience starvation under these conditions. Strains were maintained on 150 × 15 mm petri dishes that contained standard nematode growth media (NGM) with modification [10g agarose + 7g agar instead of 17g agar]. Gravid animals were washed from plates with M9 buffer, collected in conical tubes and centrifuged at 2000 × g for 30 sec. Next, the supernatant was removed and worms were treated with 10 mL of bleach solution [41:6:3 ddH_2_O, sodium hypochlorite (Fisher Chemical, SS290-1), 5M KOH, and kept on a rocking platform. Worms were spun down after 4 min and the supernatant was replaced with fresh bleach. This procedure was repeated one more time and the suspension was visually checked to ensure all worm bodies were dissolved. The suspension was centrifuged at 2000 × g for 30 sec, bleach solution was removed, and embryos were washed with M9 buffer supplemented with PEG 3350 (0.5%, w/v) three times before use. In this study, M9 buffer was always supplemented with PEG 3350 (0.5%, w/v) unless noted otherwise. The density of embryos in M9 were determined by manual counting.

For density experiments in the presence of food a single *E.coli* OP50 colony was picked and inoculated in 3 mL of LB media at 37° for 4 hr, and this was used to inoculate 200 mL of LB media that was grown for 16 hr at 37°. Next, the bacteria culture was pelleted at 3750 × g for 30 min at 4° and resuspended with M9, the final volume was adjusted to 10 mL including the appropriate number of embryos obtained by bleaching. Worms were cultured in 50 mL conical flasks at 20° shaking at 180 rpm in a temperature-controlled incubator.

### Construction of the Plips-15::GFP L1 density sensor strain

The L1 density reporter strain was constructed using MosSCI with EG6699 as the starting strain (Frøkjaer-Jensen *et al.* 2008). The promoter region of *lips-15* was cloned using forward primer ATTTTTCACACAGAATTCCA and reverse primer with overhang into GFP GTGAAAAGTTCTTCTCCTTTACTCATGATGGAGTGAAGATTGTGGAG, and *GFP*::*unc-54 3′UTR* was cloned from genomic DNA of *Pacdh-1*::*GFP* (Arda *et al.* 2010) using a forward primer with homology to the promoter region of *lips-15* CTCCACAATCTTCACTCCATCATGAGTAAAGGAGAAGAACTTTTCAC, and reverse primer AAACAGTTATGTTTGGTATATTGG. The PCR products were gel purified and used as templates for PCR stitching. Next, the correct sized band was gel purified, inserted into a Zero Blunt TOPO cloning vector (ThermoFisher 450245), and fusion products from positive clones were determined by manual sequencing. The fusion product was then subcloned and inserted into the pCFJ350 plasmid, which was used for transformation by microinjection.

### Single L1 RNA-seq

Single L1 animals were placed in 5 μl of a typical worm lysis buffer (40mM Tris pH 7.5, 10mM EDTA, 200mM NaCl, 0.5% SDS, and 0.4ug/ul Proteinase K), incubated at 55° for 10 min, and then frozen at -20° until use for RNA-sequencing. For RNA-seq, a Smart-Seq2 protocol for generating cDNA followed by Nextera tagmentation was used to generate adapters and indexes required for sequencing (Trombetta *et al.* 2014). 96 samples (animals) were pooled and sequenced at a time on the NextSeq500 system (Illumina). Data were mapped using RSEM after removing rRNA and PCR duplicates.

For *fog-2* single L1 sequencing, 14 animals at 1 egg/μL passed our QC filters, with 22 animals at 5 eggs/μL, 20 animals at 20 eggs/μL, and 24 animals at 100 eggs/μL. For the N2 single L1 sequencing, animal numbers were 13, 22, 16, and 23. Average sequencing depth was 5.5 million reads/animal across all individuals, with ∼1 million reads typically aligning to the transcriptome (RSEM) after removal of PCR duplicates and rRNA reads (Table S1).

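Over all animals analysed, the mean was 5.46 M reads in total and 1.03 M uniquely aligned reads per animal. The median animal had 848907 uniquely aligned reads, with a range of 227752 to 4576272. Fewer than 500000 were aligned in 22 animals, 12 of them among the 74 animals at 1 or 100 eggs/μL. The mean number of uniquely aligned reads was not shown to differ between 100 and 1 egg/μL in *fog-2* (two-sided permutation test, adjusted p = 0.73) or in N2 (adjusted p = 0.42). In *fog-2* the share of rRNA reads was 39.4% ± 10.2 (SD, n = 24) at 100 eggs/μL and 47.2% ± 12.9 (SD, n = 14) at 1 egg/μL (permutation test, adjusted p = 0.16), and the share of duplicates was 18% ± 7.23 and 24.2% ± 8.30 (adjusted p = 0.12). A transcript listed at 0 at this depth was not detected in that animal, which does not show that it is absent.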

### L1 conditioned medium experiment

High density conditioned medium was generated by first bleaching gravid animals grown on plates to obtain embryos, followed by resuspension of those embryos at high density (100/μL) in M9. At 24 hr, the actual density of hatched L1s was confirmed to be between 80-100/μL before processing for collection. To collect high density conditioned medium, we centrifuged the buffer containing L1s at high density at 2000 × g for 30 sec, and passed the supernatant through a 1 μm glass fiber membrane syringe filter (Pall Life Sciences, Cat. # 4523T) to completely remove L1s and unhatched embryos. Filtered conditioned medium was stored at -80° in 15 mL conical tubes (Corning #430791). Frozen Conditioned Medium was thawed in a 20° water bath for at least 30 min prior to use.

To perform L1 conditioned medium experiments, embryos were obtained from *Plips-15*::*GFP* by bleaching gravid animals as described above. The density of embryos was counted and diluted to low density (1/ μL) in 3 mL of high density conditioned medium or control (M9) in 15 mL conical tubes. The tubes were placed on a rocking platform for 22 hr, and the density of L1s were confirmed before processing for imaging.

### Fluorescence imaging and quantification

*Plips-15*::*GFP* reporter animals were used for all imaging experiments. Animals were first hatched in the appropriate conditions, centrifuged at 2000 × g for 30 sec then the pellet containing L1 worms was carefully removed and transferred to a PCR tube. Worms were treated with 1:10 volume of 10 mM tetramisole hydrochlorite (Sigma L9756) for 5 min before mounted onto a 2% agarose pad with a cover slip for Nomarski and fluorescence imaging using a Zeiss Axioplan2 Microscope.

For initial characterization of the reporter, animals were hatched in either low density (1/μL) or high density (100/μL) conditions in 3 mL of M9. For testing conditioned medium, animals were hatched at low density (1/μL) in either 3 mL of M9 (Control) or high density conditioned medium.

Image analysis was performed using Fiji/ImageJ to calculate background-corrected fluorescence, with the mean intensity of areas without worms or embryos taken as background, and the foreground signal calculated for the excretory cell bulb region.

### Data availability

Normalized sequencing data are provided in Table S2 and Table S3. Raw data are available at GEO with accession number GSE112053.

## Results

### Effects of arrest density on gene expression during L1 starvation

To systematically identify density-regulated genes in arrested L1 larvae, we used low-input RNA-Seq (Ramsköld *et al.* 2012; Trombetta *et al.* 2014) to characterize the transcriptome of individual L1 animals arrested at different densities (Figure 1A, Figure S1). Briefly, we generated arrested L1s for experiments by bleaching gravid adults to collect embryos, and resuspended the asynchronous embryos at four different densities (1, 5, 20, 100 eggs/μL) in M9 media supplemented with polyethylene glycol 3350 (0.5%, w/v) to prevent animals from sticking to tips and tubes lacking food. Embryos hatched in M9 enter L1 arrest due to absence of food, and were collected as single L1s 22 hr later for RNA-seq (Figure 1A, Methods). As our initial studies were performed in the gonochoristic *fog-2* mutant background – in which hermaphrodites do not make sperm and are therefore phenotypically female (Schedl and Kimble 1988) – we repeated the dilution series and RNA-Seq in wild-type N2 animals to ensure that the results do not reflect physiological quirks of the *fog-2* mutant (Table S1, Figure S2).

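Animals of both strains were collected singly after 22 hr of arrest at 1, 5, 20 or 100 eggs/μL. The data hold 14, 22, 20 and 24 *fog-2* L1s at these densities and 13, 22, 16 and 23 N2 L1s. Each animal gave its own Smart-Seq2 library, a method that amplifies full-length cDNA from very little RNA. The authors removed rRNA reads and PCR duplicates and estimated abundance with RSEM, and the submitters' processing notes also name Bowtie and the ce11 genome build, with no version of either tool. The deposited values are tpm, the share of each transcript scaled to a fixed total, for 47639 transcript rows, in a table for each strain. They sum to the same total in every animal, so that each level is relative to the other transcripts of that animal. The paper's supplementary read table lists medians of 1067680 uniquely aligned reads per *fog-2* animal at 1 egg/μL (548722 to 2264623), 1073128 at 5 (314228 to 4576272), 1173658 at 20 (483101 to 3678608) and 887128 at 100 eggs/μL (234733 to 3097470). In N2 the medians were 638327 at 1 egg/μL (349083 to 921302), 579823 at 5 (227752 to 1197512), 800039 at 20 (468559 to 1367766) and 694761 at 100 eggs/μL (317510 to 2136846).

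The 100 and 1 egg/μL animals were compared over the 16969 rows that reached 1 tpm in at least 13 of the 74 animals. The test was limma with a mean-variance trend on log2(tpm + 1), with strain as a covariate and Benjamini-Hochberg adjustment, and a row passed at an adjusted p under 0.05. Log2 fold changes are those of 100 over 1 egg/μL on this scale, which understates the change of low transcripts. Gene names come from the RefSeq and Ensembl annotations and positions from the Ensembl annotation of WBcel235. Gene lists were fixed before the data were examined, and camera, a test of whether the genes of a list rank higher or lower than all other rows, was run with a preset correlation of 0.01 and again with an estimated one. The paper's text and figures were known when the lists were fixed. Lists that hold genes it names are thus not independent of its findings. Animals of a density may have shared a culture tube, in which case the p-values measure only the spread between these animals.

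In *fog-2*, 13693 ± 2054 rows (SD, n = 24) reached 1 tpm at 100 eggs/μL and 11191 ± 1772 (SD, n = 14) at 1 egg/μL. The difference in means passed (two-sided permutation test, p = 0.00056, adjusted p = 0.0067 over 12 comparisons of depth and quality), although the single animals of both densities overlapped in range. In N2 the numbers were 11209 ± 2201 (SD, n = 23) and 9983 ± 1056 (SD, n = 13), which did not pass (permutation test, adjusted p = 0.16). The rise was not shown to differ between the strains (permutation test, p = 0.18).

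**Figure D1:**
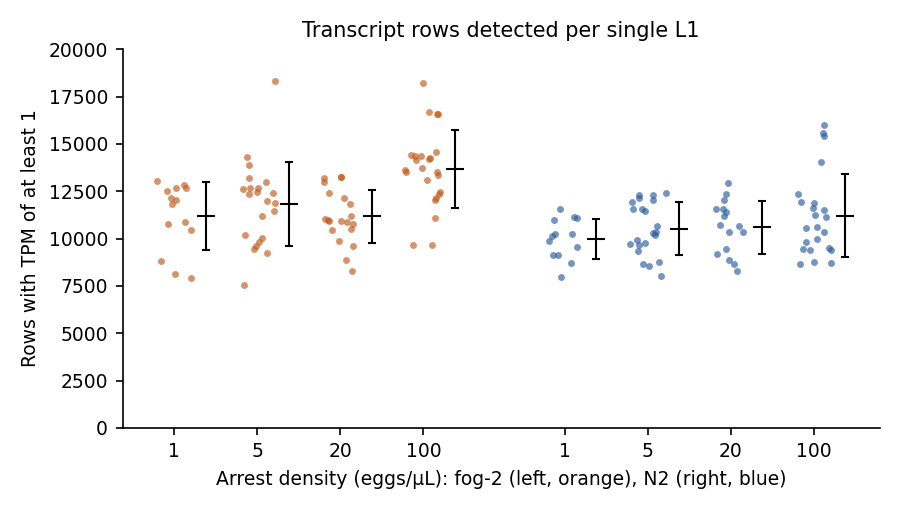
Number of transcript rows with at least 1 tpm in each single L1 (points), by strain and arrest density in eggs/μL, with the mean and SD of each group in black. *fog-2* animals at 100 eggs/μL lie between 9652 and 18191 rows, and those at 1 egg/μL between 7931 and 13019.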

**Figure 1:**
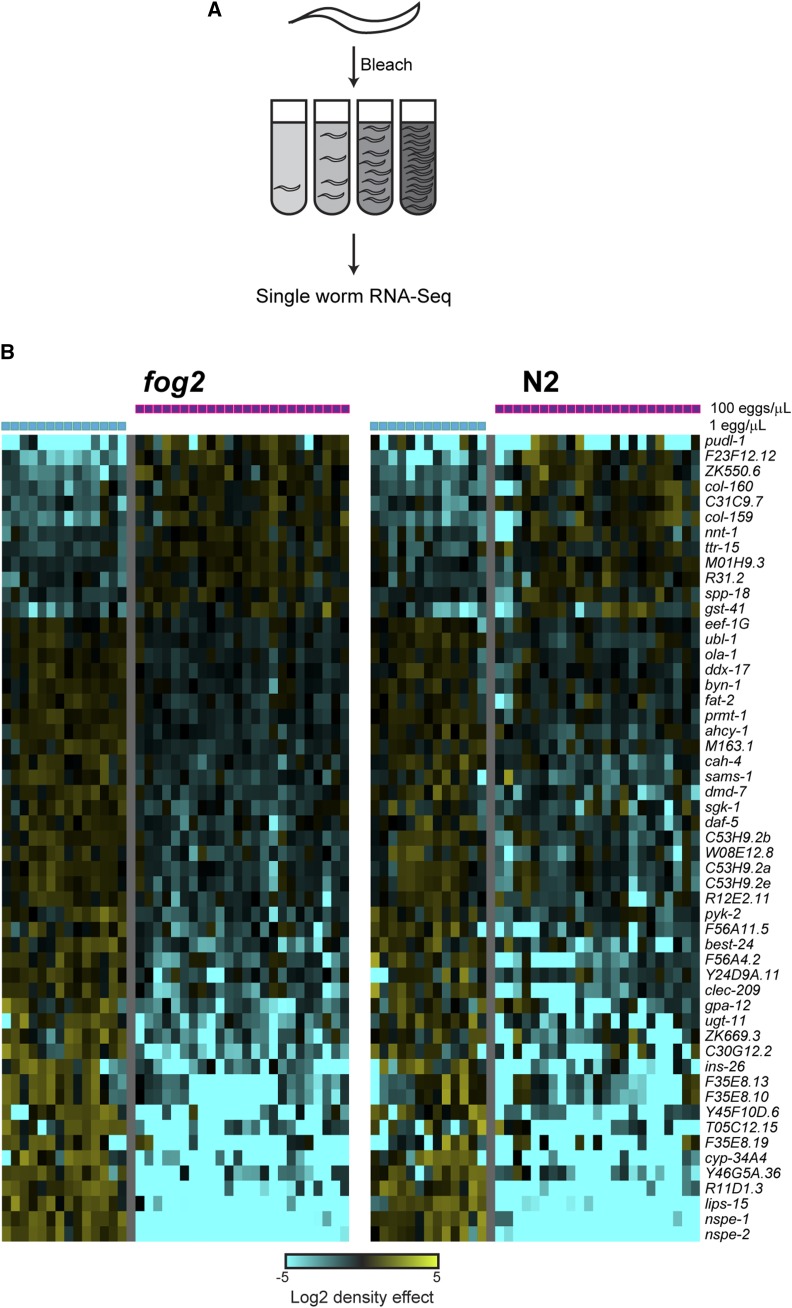
Effects of L1 arrest density on larval gene expression. A) Experimental schematic. Gravid *C. elegans* adults are bleached to recover a mixed population of early embryos. Embryos are then washed in M9 buffer containing PEG, counted, and resuspended at the indicated densities in 3 mL of M9. 22 hr post-bleaching, individual L1 animals were picked into separate tubes and processed for single-worm RNA-Seq. B) Significant effects of L1 arrest density on mRNA abundance. Heatmap shows clustered RNA abundance data for 53 genes significantly differentially-expressed (p_adj_ < 0.05) between 1 and 100 egg/μL cultures. Data are shown separately for replicate experiments using N2 hermaphrodites, or matings between *fog-2* mutant males and “females” (genotypically XX hermaphrodites which are incapable of making sperm and therefore phenotypically female), as indicated. In both datasets, mRNA abundance for individual L1s is expressed as the log_2_ ratio relative to the average for that gene across all individuals in the relevant strain background.

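Of the genes named in Fig. 1B, 53 transcript rows were tested, since several genes have more than one isoform row, while no tested row was found under the names *cyp-34A4* and *ubl-1*. All 12 rows of genes that the heatmap shows as higher at 100 eggs/μL had a positive log2 fold change and all 41 of those shown as lower had a negative one, and 11 and 40 passed the test (limma). Among the higher genes were *F23F12.12* (log2 fold change 3.39), *ZK550.6* (2.19), *gst-41*, a glutathione S-transferase (1.72), *C31C9.7* (1.46), *ttr-15*, a transthyretin-related gene (1.09), and *spp-18*, a saposin-like gene (0.63). The transhydrogenase gene *nnt-1* had a log2 fold change of 0.85 (SE 0.32, limma, adjusted p = 0.0645), which did not pass. For *pudl-1* the log2 fold change was 3.67 in *fog-2* and 0.06 in N2, and these were not shown to differ (limma interaction term, adjusted p = 0.362). Among the lower genes were *R11D1.3* (-6.96), *Y46G5A.36* (-4.93), *Y45F10D.6* (-3.43), *T05C12.15* (-3.41), *C30G12.2* (-2.87), *ZK669.3* (-2.65), *ugt-11*, a UDP-glucuronosyltransferase (-2.64), *best-24*, a bestrophin (-1.92), *pugs-9* (-1.52), *prmt-1*, a protein arginine methyltransferase (-0.92), and *eef-1G*, a subunit of a translation elongation factor (-0.54). The noncoding RNA *Y24D9A.11* had a log2 fold change of -1.04 (SE 0.38, limma, adjusted p = 0.0607). *F56A4.2* (-2.93) and *clec-209* (-2.92) are near-identical copies that may share reads, and *F35E8.10* (-3.80) overlaps *F35E8.19* (-2.90) on the opposite strand, so these values are uncertain for the single genes. Fewer rows passed without the animals of name digit 3 (4 higher and 28 lower) and with means by name digit (7 and 28), with each sign kept. The study chose these genes on the same animals, so the tally is not independent evidence of their direction.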

We first compared RNA-Seq profiles for L1s hatched at the highest and lowest densities (100/μL *vs.* 1/μL). 

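Between 1 and 100 eggs/μL, 1699 transcript rows were higher and 350 were lower at the higher density when both strains were tested together (limma). Genes with a large fall in each strain were *R11D1.3*, with a log2 fold change of -7.01 in *fog-2* and -6.90 in N2, *pud-1.1*, named for a protein upregulated in *daf-2* mutants, with -6.26 and -6.81, and the insulin-like peptide gene *ins-20*, with -6.26 and -4.41. Genes with a large rise in each strain were *F23F12.12*, with 3.58 in *fog-2* and 3.19 in N2, the cytochrome P450 gene *cyp-13A10*, with 3.44 and 3.37, and the acyl-CoA synthetase gene *acs-7*, with 3.09 and 3.15. Of 105 rows chosen in part of the *fog-2* animals alone, 89.5% had the same sign in N2 and 96.2% in the *fog-2* animals left out. With the strains fitted alone, 915 rows were higher and 189 lower in *fog-2* (n = 14 and 24), and 14 were higher and 28 lower in N2 (n = 13 and 23). With means by the digit in the animals' names in place of single animals, 2 were higher and 13 lower in *fog-2*, 0 and 10 in N2, and 471 and 88 in both strains together. Of the rows called with single animals, 8 were higher in both strains and 23 lower in both, where lists of these sizes with no relation would share 0.755 and 0.312. Without 2 N2 animals at 100 eggs/μL that stand apart from the others, a choice made after seeing the data, 30 rows were higher and 30 lower in N2. Limma's interaction term found 0 rows in which the strains differed, with 1139 at an unadjusted p under 0.05. Across 16954 rows the log2 fold changes of the strains had a Pearson's r of 0.43 and a Spearman's rho of 0.34, where rows are not independent replicates. With only rows of a mean tpm of at least 10, Pearson's r was 0.51.

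The median log2 fold change over all rows tested was 0.23, and 0.03 after quantile normalization. A gene that follows the median row has a log2 fold change of 0.23 here, while all values are given and tested against 0. The scaling moved the split of the calls, which was 448 higher and 437 lower after quantile normalization, and 446 and 323 of these were also called without it. With the number of detected rows as a covariate, 161 rows were higher and 303 lower, of which 158 and 231 were also called without it.

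**Figure D2:**
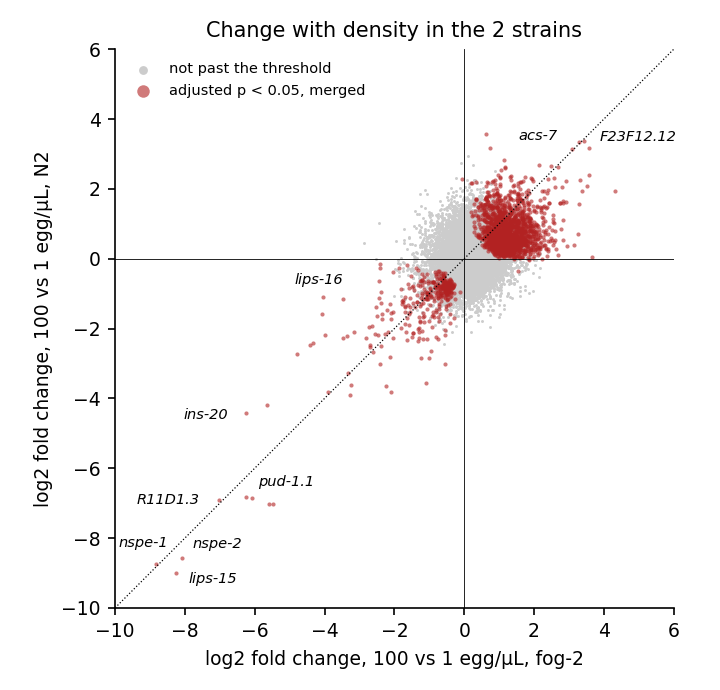
Log2 fold change of each transcript row between 1 and 100 eggs/μL in *fog-2* (x axis) and in N2 (y axis), with rows past the threshold in the merged test in red, the others in gray, and the line of equal change dotted. *nspe-1*, *nspe-2*, *lips-15* and *R11D1.3* lie at the lower left, at -6.90 or below in both strains.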

As results in the *fog-2* and N2 backgrounds were essentially identical (Table S2 and Table S3), we merged these datasets and identified a core set of 53 significantly density-regulated genes (Figure 1B). 

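Collagen genes of the cuticle were among those that rose at high density. Of the cuticle collagen genes tested, 18 were higher at 100 eggs/μL, 0 were lower and 100 did not pass (23 and 0 when adjusted over the list alone). Over all 16969 rows tested, 1699 were higher and 350 lower. The highest log2 fold changes among those with the smallest p were 3.01 for *col-101* (SE 0.51, limma, adjusted p = 2.67e-05), 2.1 for *col-12* (SE 0.37), 1.93 for *col-159* (SE 0.34) and 1.55 for *col-93* (SE 0.28), and *col-160* had 1.48 (SE 0.42, adjusted p = 0.014 from the same test). The median over the list was 0.45, and 0.26 after quantile normalization, and camera placed the list above the other rows (adjusted p = 0.00419, and adjusted p = 0.354 with an estimated correlation). Without *col-159* and *col-160*, which the study chose on these animals, camera gave an adjusted p of 0.00879, and of 0.443 with an estimated correlation. That test was added after seeing the data. Of 10 molting genes, 5 were higher and 0 lower (8 and 0 when adjusted over the list alone), among them *fbn-1*, a fibrillin-like gene of the extracellular matrix (1.2), and *mlt-11*, a protease inhibitor gene (0.92). Camera gave an adjusted p of 0.00419 for this list as well, and an adjusted p of 0.317 with an estimated correlation. Cytochrome P450 genes, whose enzymes oxidize lipids and foreign compounds, had 26 higher members and 1 lower of 76 (33 and 1 when adjusted over the list alone), including *cyp-13A10* (3.41), *cyp-25A3* (1.80) and *cyp-34A9* (1.5). Camera gave this list an adjusted p of 5.83e-04, and an adjusted p of 0.317 with an estimated correlation. The list goes by gene name and holds no tested row for *cyp-34A4*, which the paper names as repressed. *dach-1*, whose levels match those plotted for *cyp-34A4* in Fig. 3, was not counted and had a log2 fold change of -3.86.

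Markers of oocytes and early embryos moved in the same direction as these groups in the merged comparison, with the larger rise in *fog-2*. Of 15 tested, 7 were higher and 0 lower at 100 eggs/μL (8 and 0 when adjusted over the list alone), with a median of 0.68, and 0.52 after quantile normalization (camera, adjusted p = 0.00219, and adjusted p = 0.317 with an estimated correlation). The RNA-binding protein genes *pos-1*, *spn-4* and *oma-2*, which act in oocytes and early embryos, had log2 fold changes of 1.68 (SE 0.39), 1.43 (SE 0.35) and 1.25 (SE 0.31). The value for *pos-1* was 2.94 in *fog-2* and 0.35 in N2. The median of the list was 1.05 in *fog-2* and 0.28 in N2, where that over all rows was 0.27 and 0.20. Camera on the interaction term gave the list an adjusted p of 0.00147, and of 0.854 with an estimated correlation. At 1 egg/μL *pos-1*, *spn-4* and *oma-2* were listed at 0 in 77.8%, 92.6% and 77.8% of the animals, so their values lie near the floor.

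**Figure D3:**
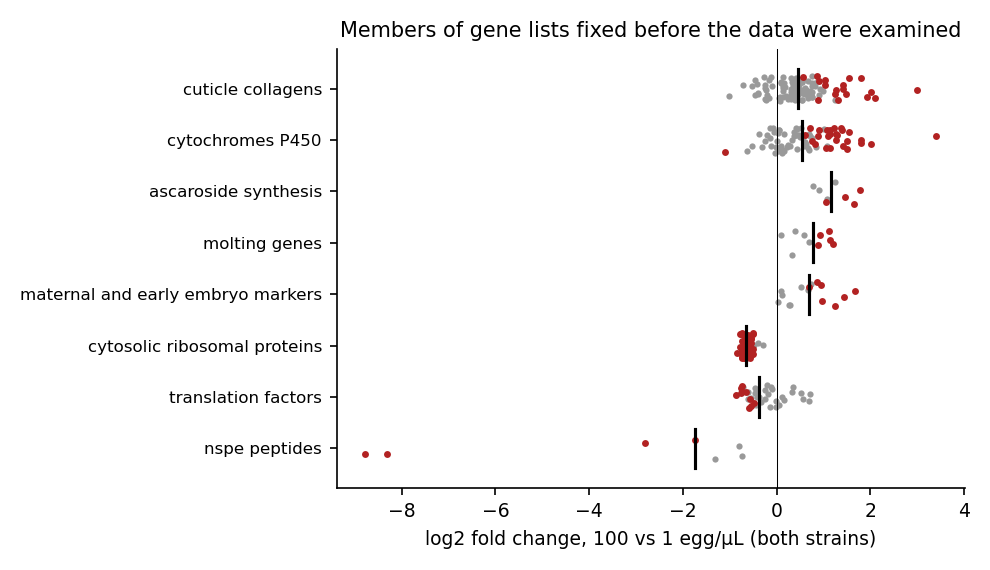
Log2 fold change between 1 and 100 eggs/μL of the members of 8 gene lists fixed before the data were examined, in both strains together, with members past the threshold in red, the others in gray, and the median of each list as a black bar. The medians lie at 0.45 for collagens and 0.68 for maternal and early embryo markers, against -0.65 for cytosolic ribosomal proteins and -1.75 for nspe peptides.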

A small number of genes were upregulated under high-density growth arrest, including two collagen genes (many other collagen-related genes were also upregulated in these conditions but were not individually significant). In contrast to the moderate changes in gene expression for density-activated genes, several of the density-repressed genes were affected ∼10-100-fold by arrest density. 

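Among the genes of Fig. 1B, the falls reached further than the rises. The mean tpm of *nspe-2* was 1578 times higher at 1 egg/μL than at 100 eggs/μL in *fog-2* and 1297 times higher in N2, that of *nspe-1* 298 and 95.1 times, that of *lips-15* 48.9 and 235 times, and that of *R11D1.3* 34.6 and 85.0 times. These were the 4 of the 41 lower rows with at least a 10-fold ratio of means in both strains. *lips-16*, named in the text and not in that figure, was listed at 0 in every *fog-2* animal at 100 eggs/μL, so no ratio is given for it there, and in N2 the ratio was 11.8. The insulin-like gene *ins-26* had ratios of 9.25 and 11.7. The median ratio over the lower rows was 2.47 in *fog-2* and 2.26 in N2. Of the 12 higher rows, 0 reached 10-fold in both strains, and their median ratio was 2.68 in *fog-2* and 1.97 in N2. *F23F12.12* rose 8.85-fold and 6.51-fold in mean tpm, and *col-159* 3.59-fold and 4.97-fold. These ratios turn on single animals at 100 eggs/μL, where *nspe-2* was listed above 0 in 1 animal of each strain, and 1 *fog-2* animal with 431 tpm of *lips-15* and 1 N2 animal with 144 tpm of *nspe-1* lay above means of 24 and 16.4 tpm.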

Most notably, we find that four relatively uncharacterized genes located in a cluster on chromosome II – *nspe-1*, *nspe-2*, *lips-15*, and *lips-16*, encoding two predicted lipases and two potential signaling peptides – were highly-transcribed in low-density conditions, but were either undetectably expressed or expressed at low levels at high density. 

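The 4 genes lie within a stretch of chromosome II that starts at 12604386 with *lips-15* in WBcel235. *lips-15* (12604386 to 12607027, plus strand) had a log2 fold change of -8.63 (SE 0.46, limma, adjusted p = 5.18e-28), *nspe-2* (12619173 to 12619388, minus strand) of -8.32 (SE 0.24, adjusted p = 1.18e-46) and *nspe-1* (12620649 to 12620864, minus strand) of -8.78 (SE 0.40, adjusted p = 2.86e-32). *lips-16* (12610313 to 12612357, minus strand), which the annotation lists as a pseudogene, fell by 2.61 (SE 0.37, limma, adjusted p = 4.79e-07), with -4.03 in *fog-2* and -1.1 in N2 (interaction term, adjusted p = 0.253). Of the 7 nspe genes tested, members of a family of nematode-specific peptides, 4 were lower and 0 higher (5 and 0 when adjusted over the list alone), and camera placed the list below the other rows (adjusted p = 6.58e-27, and adjusted p = 8.44e-11 with an estimated correlation). The list holds *nspe-1* and *nspe-2*, which the study chose on these animals, and without them, a test added after seeing the data, 2 of 5 were lower (camera, adjusted p = 4.55e-06, and adjusted p = 1.03e-04 with an estimated correlation). These 2 were *nspe-6* (-2.81, limma, adjusted p = 0.00232) and *nspe-3* (-1.75, adjusted p = 1.69e-05). Reads may be shared between nspe genes of similar sequence, so the values of single members are uncertain. Not every gene of the stretch passed. *Y38E10A.8*, which lies between *lips-15* and *lips-16*, had a log2 fold change of 0.70 (limma, adjusted p = 0.316), *nspe-4* of -1.31 (adjusted p = 0.153), *nspe-5* of -0.79 (adjusted p = 0.29) and *nspe-7* of -0.75 (adjusted p = 0.411), and *Y38E10A.17* at the far end fell by 1.03 (adjusted p = 0.00241). From this comparison of the highest with the lowest density, the paper singles out these neighboring genes among those repressed at high density.

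**Figure D4:**
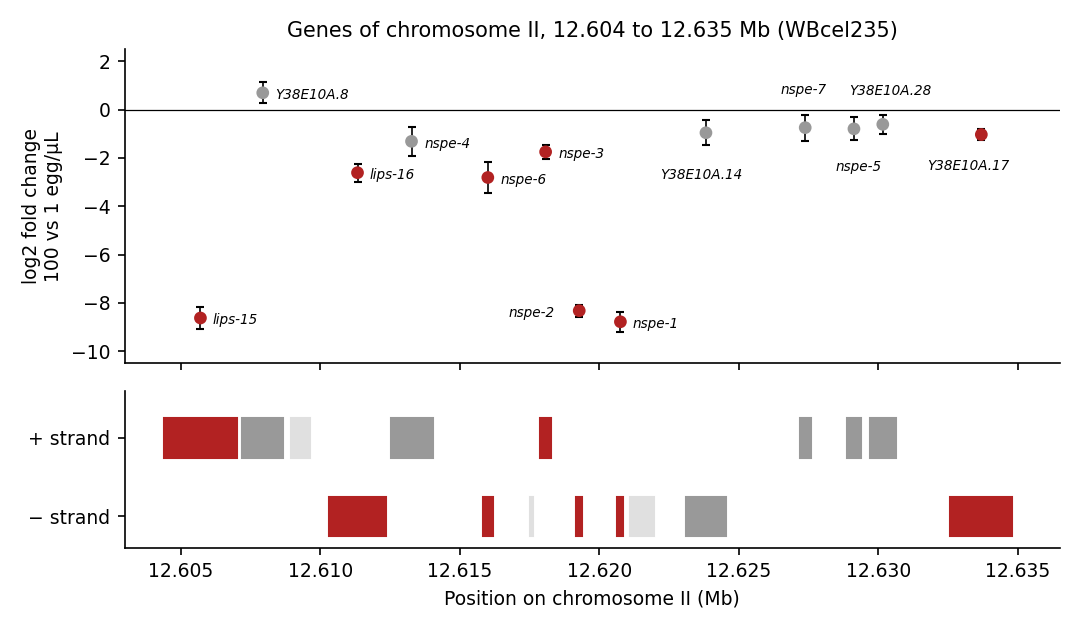
Upper panel, log2 fold change between 1 and 100 eggs/μL with its standard error for the tested genes of the stretch, red where past the threshold. Lower panel, the genes to scale by strand on chromosome II (Mb), with untested genes in light gray. *lips-15*, *nspe-2* and *nspe-1* lie at -8.32 or below, apart from their neighbors.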

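Several genes of signaling pathways and of central metabolism fell at 100 eggs/μL. The insulin-like peptide gene *ins-26* fell by 3.58 on the log2 scale (SE 0.52, limma, adjusted p = 7.03e-07), and 3 of 23 insulin-like genes were lower and 0 higher (3 and 0 when adjusted over the list alone), the others being *ins-20* (-5.37) and *ins-6* (-2.56). Camera placed this list below the other rows (adjusted p = 7.43e-04, and adjusted p = 0.0233 with an estimated correlation; without *ins-26*, which the study chose on these animals, adjusted p = 0.0078 and 0.0935, a test added after seeing the data), while its median was 0.07 and its mean -0.45, and the median was -0.07 after quantile normalization. In the dauer TGF-beta pathway, 2 of 7 genes were lower and 0 higher, with the same count adjusted over the list alone. They were *daf-5*, which encodes a Ski-related cofactor (-1.13, SE 0.24), and *daf-7*, which encodes the ligand (-1.53, SE 0.48), and camera did not place the list apart (adjusted p = 0.132, median 0.28 and mean -0.16). The kinase gene *sgk-1* was the 1 lower member of 10 insulin signaling genes (-0.92, SE 0.28, limma, adjusted p = 0.0216), and *akt-1*, another kinase gene of the list, had 0.55 (adjusted p = 0.135). Of 20 G protein alpha subunit genes, *gpa-12* was lower (-1.98, SE 0.37) and 2 were higher. The DM-domain gene *dmd-7* fell by 1.48 (SE 0.25).

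Among metabolic genes, the pyruvate kinase gene *pyk-2* fell by 1.5 (SE 0.23, limma, adjusted p = 3.63e-06). Of 18 glycolysis genes it was the 1 lower member and 3 were higher, among them *gpd-3* (0.53) and *gpd-2* (0.46), and camera gave an adjusted p of 0.797. The insulin signaling, G protein alpha subunit and glycolysis lists gave the same counts when adjusted over the list alone. The carbonic anhydrase gene *cah-4* fell by 1.36 (SE 0.21) and was the 1 lower member of 6 (2 when adjusted over the list alone), where *cah-5* had -1.08 (limma, adjusted p = 0.0602). Camera placed this list below the other rows (adjusted p = 0.00698, and adjusted p = 0.116 with an estimated correlation), and not without *cah-4* (adjusted p = 0.288, added after seeing the data). *F35E8.13* had a log2 fold change of -3.48 (SE 0.60, limma, adjusted p = 3.33e-05). No tested row was found under the name *cyp-34A4*. *dach-1* (*T09H2.1*), whose levels by density match those that Fig. 3 plots for *cyp-34A4*, had -3.86 (SE 0.34, limma, adjusted p = 4.03e-15), with 35.9 ± 30.6 tpm (SD, n = 14) in *fog-2* and 32 ± 24.6 tpm (SD, n = 13) in N2 at 1 egg/μL, and was not counted in the tallies of the genes that the paper names. The study chose most of these genes on the same animals, so their count is not independent evidence of direction.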

Other density-repressed genes encoded signaling molecules (*daf-5*, *ins-26*, *sgk-1*, *gpa-12*, *dmd-7*), metabolic enzymes (*sams-1*, *pyk-2*, *ahcy-1*, *fat-2*, *cah-4*, *cyp34-A4*), and a handful of uncharacterized genes (*F35E8.13*, etc.). 

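In the methionine cycle, which supplies the methyl groups for phosphatidylcholine synthesis, *ahcy-1*, which encodes S-adenosylhomocysteine hydrolase, fell by 1.01 on the log2 scale (SE 0.17, limma, adjusted p = 2.38e-05) and *sams-1*, which encodes S-adenosylmethionine synthetase, by 0.84 (SE 0.28, adjusted p = 0.0326). *pmt-2*, which encodes a methyltransferase on the path to phosphatidylcholine, rose by 0.60 (SE 0.18, limma, adjusted p = 0.0214). Of 21 genes of one-carbon metabolism and phosphatidylcholine synthesis, 2 were lower, 1 was higher and 18 did not pass, with the same calls adjusted over the list alone, and camera did not place the list apart from the other rows (adjusted p = 0.126). Of 16 genes of fatty acid synthesis, desaturation and elongation, 1 was lower and 1 higher (2 and 1 when adjusted over the list alone). The desaturase gene *fat-2* was lower in both of its isoform rows, by 0.83 and 0.79 (limma, adjusted p = 0.0148 and 0.0137), and the elongase gene *elo-5* was higher by 1.45 (adjusted p = 0.0426). Camera gave this list an adjusted p of 0.112. Of 12 lips lipase genes, *lips-15* and *lips-16* were lower and 3 were higher, among them *lips-8* and *lips-7* with 0.73 each (camera, adjusted p = 0.067, median 0.42 and mean -0.66; 3 higher and 3 lower when adjusted over the list alone). Of 8 genes of lipid mobilization in fasting, 2 were lower, among them the lysosomal lipase gene *lipl-1* (-1.47), and 0 were higher (2 and 1 when adjusted over the list alone).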

Although we do not further characterize the physiology of animals maintained at high density, we predict that lipid metabolism – in particular, phosphatidylcholine metabolism (Walker *et al.* 2011) – is likely to be substantially altered in these animals.

### An L1 density reporter

To further validate the dramatic effects of arrest density on larval gene expression, we sought to develop a GFP reporter for L1 density. 

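*lips-15* was listed at 1174 ± 777 tpm (SD, n = 14) in *fog-2* and 2566 ± 1490 tpm (SD, n = 13) in N2 at 1 egg/μL, with 0 animals at 0. At 100 eggs/μL it was listed at 0 in 13 of 24 *fog-2* animals and in 12 of 23 N2 animals. The median over the 47 animals of both strains at 100 eggs/μL was 0 tpm and the mean 17.6 ± 63.6 tpm (SD), and the highest animal, of *fog-2*, had 431 tpm. In N2 all 23 animals at 100 eggs/μL lay below every animal at 1 egg/μL, and in *fog-2* 23 of 24 did. The difference in mean log2(tpm + 1) was -8.27 in *fog-2* and -9.0 in N2, each with the smallest p that 100000 resamples can give (two-sided permutation test, p = 1e-05, adjusted p = 1.3e-05 over 12 tests). Among 11 marker genes of the excretory cell, 0 were higher and 0 lower (camera, adjusted p = 0.775; 0 when adjusted over the list alone).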

We focused on *lips-15*, which is highly-expressed under low density conditions (>1,000 tpm) and was nearly undetectable (median expression of 0 tpm, average of ∼20 tpm) in worms arrested at high densities. We therefore generated transgenic strains by integrating a promoter *Plips-15*::*GFP* fusion construct into the genome on chromosome II using MosSCI (Frøkjaer-Jensen *et al.* 2008) (Figure 2A), again creating reporter lines in the N2 and *fog-2* backgrounds. We assessed the effects of L1 arrest density on reporter gene expression, resuspending reporter embryos at 1 or 100 eggs/μL. Consistent with the dramatic repression of *lips-15* mRNA abundance observed in high density L1 cultures, we confirmed that *Plips-15:*:GFP expression was strongly reduced in high density L1s (Figures 2B-D). Density-dependent regulation of this reporter was also observed in animals hatched into food, demonstrating that effects of density are not confined to conditions of starvation (Figure S3).

**Figure 2:**
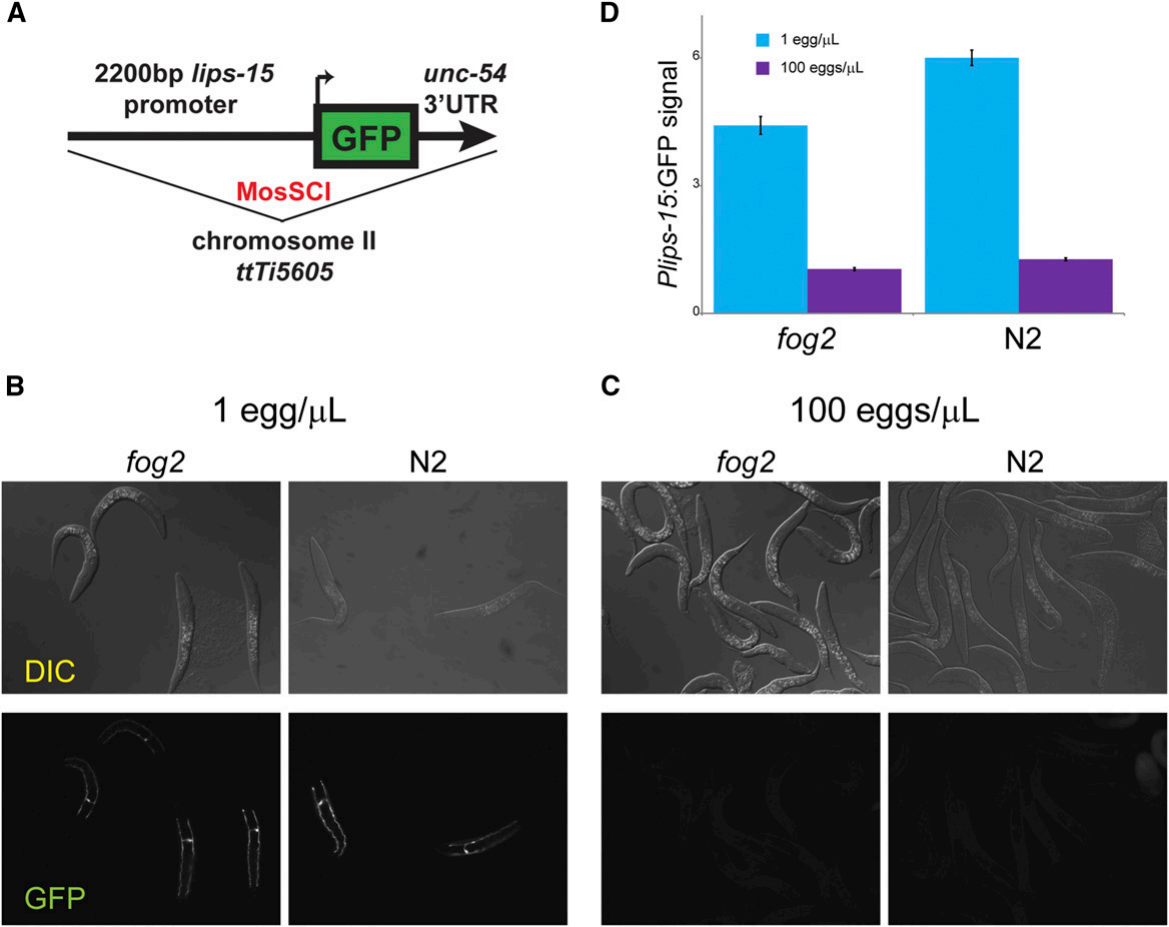
A GFP reporter for L1 density sensing. A) Schematic of the reporter for *lips-15* promoter activity. B) Typical images of *Plips-15*::*gfp* reporter expression in animals (of the indicated genetic background) arrested at low density. GFP expression is confined to a single large cell with long lateral projections, characteristic of the *C. elegans* excretory cell. C) As in (B), for reporter animals arrested at 100 eggs/μL. D) Quantitation of GFP expression at two densities in two strain backgrounds – data are shown as mean +/− s.e.m. for low and high density *fog-2* animals (n = 206 and 230, respectively), and low and high density N2 animals (n = 181 and 304, respectively).

Interestingly, the *Plips-15*::*GFP* reporter exhibits a surprisingly specific localization pattern at low density, with robust GFP expression confined to the excretory cell (Figure 2B). This cell serves a function analogous to the kidney of mammals (Nelson and Riddle 1984; Buechner *et al.* 1999), providing a further hint that the high density-repressed genes are involved in organismal metabolism. These results provide independent validation of our RNA-Seq dataset, and provide a robust single-worm reporter for L1 arrest density.

### Density signaling is mediated by a soluble factor

What is the nature of the signal that mediates density signaling? To further characterize the nature of the density-dependent signal, we examined the expression of density-regulated genes in animals arrested at intermediate L1 densities (5 and 20 eggs/μL). 

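The mean levels of *nspe-1* and *lips-15* at 5 eggs/μL lay between those at 1 and 20 eggs/μL. The step from 1 to 5 eggs/μL passed for *nspe-1* (-3.14, limma, adjusted p = 7.68e-08) and not for *lips-15* (-2.02, adjusted p = 0.0621), and that from 5 to 20 eggs/μL passed for both (-6.33, adjusted p = 2.32e-31, and -3.69, adjusted p = 3.58e-07). In *fog-2*, *nspe-1* was at 197 tpm at 5 eggs/μL (median 188, n = 22) and 2.37 ± 4.96 tpm (SD, n = 20) at 20 eggs/μL, and *lips-15* at 537 ± 634 tpm and 76.6 ± 93 tpm. For each of 17 genes named in the text, in Fig. 3 or, for *col-159*, in Fig. 1B, a straight line on log2 density was compared with the best single step between neighboring densities, by the Bayesian information criterion over all animals. A line was nearer for 14 of them, including *nspe-2*, *lips-15*, *daf-5*, *ins-26*, *gpa-12*, *pyk-2*, *ahcy-1*, *cah-4*, *col-159* and *col-160*. A step was nearer for *nspe-1* and *F35E8.13*, both between 5 and 20 eggs/μL, and for *lips-16*, between 1 and 5 eggs/μL. Of the 350 lower rows, 284 (81.1%) were nearer a line. Of the 1699 higher rows, 1148 (67.6%) were nearer a line, and 464 were nearer a step between 20 and 100 eggs/μL. The criterion charged the step an added parameter for its place. The median difference, line minus step, was -4.74 for the lower rows, -2.36 for the higher rows and -8.27 for the 17 genes. For many of these rows the preference can stem from that charge alone, so the shares do not show a better fit of the line. On linear density a line was nearer for 7 of the 17 genes, for 175 of the lower rows and for 1472 of the higher rows, with 0 of the latter nearer a step between 20 and 100 eggs/μL, so the result depends on the scale of density. In *fog-2* alone a line was nearer for 10 of the 17 and for 204 (58.3%) of the lower rows, and in N2 alone for 16 and for 324 (92.6%).

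Tested step by step with limma over 19471 rows, 129 rows were higher and 33 lower at 5 than at 1 egg/μL, 4 higher and 88 lower at 20 than at 5, and 1584 higher and 51 lower at 100 than at 20 eggs/μL. With only rows of a mean tpm of at least 10, the last step had 3 higher and 8 lower rows. In *fog-2*, 11165 ± 1421 rows (SD, n = 20) reached 1 tpm at 20 eggs/μL and 13693 ± 2054 (SD, n = 24) at 100 eggs/μL. In N2 the numbers were 10600 ± 1401 (SD, n = 16) and 11209 ± 2201 (SD, n = 23). Neither the steps nor the line and step fits were repeated with detected rows as a covariate. The higher rows of the last step, and the 464 nearer a step there, thus cannot be told apart from this rise in detection.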

In general, we find that expression of these genes changes continuously across the four densities tested, rather than exhibiting a switch-like transition at some density (Figure 3). 

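In single L1s, the repressed genes named in the text were averaged to a score of 1 at the mean of the strain's animals at 1 egg/μL and of 0 at the mean at 100 eggs/μL, over 15 genes including *nspe-1*, *nspe-2*, *lips-15*, *daf-5*, *ins-26*, *sams-1* and *pyk-2*. In *fog-2* the score was 0.616 ± 0.156 (SD, n = 22) at 5 eggs/μL and 0.109 ± 0.114 (SD, n = 20) at 20 eggs/μL. In N2 it was 0.677 ± 0.242 (SD, n = 22) and 0.176 ± 0.234 (SD, n = 16). At 5 eggs/μL, 19 of 22 *fog-2* animals lay between the highest animal at 100 eggs/μL (0.271) and the lowest at 1 egg/μL (0.802), the other 3 lay above, and 0 lay at the level of the 100 eggs/μL animals. In N2, where the animals at each end spread further (0.310 and 0.607), 8 of 22 lay between, 13 above and 1 below. At 5 eggs/μL the score also differed with the digit that follows the density in the animals' names, whose meaning is not stated, and 59% of the variance in *fog-2* and 75% in N2 lay between digits (permutation test, chosen after seeing the data, adjusted p = 1.4e-04 and 1.2e-04). In N2 the digit 3 animals had a mean of 0.966 (0.888 to 1.05, n = 7) and the digit 1 animals 0.480 (0.278 to 0.743, n = 8), and in *fog-2* the digit 3 animals had 0.731 (0.645 to 0.902, n = 7) and the digit 2 animals 0.449 (0.317 to 0.615, n = 7), so that the spread within a density is not only one between single animals. At 20 eggs/μL the digits were not shown to differ (adjusted p = 0.156 in *fog-2* and 0.563 in N2). At 20 eggs/μL, 1 of 20 *fog-2* animals and 5 of 16 N2 animals lay between, and the others lay among the animals at 100 eggs/μL. Without *nspe-1*, *nspe-2*, *lips-15* and *lips-16*, the groups at 1 and 100 eggs/μL overlapped in N2, so that no animal could lie between them, and in *fog-2* 6 of 22 animals lay between at 5 eggs/μL. The genes were chosen by the study on these animals.

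**Figure D5:**
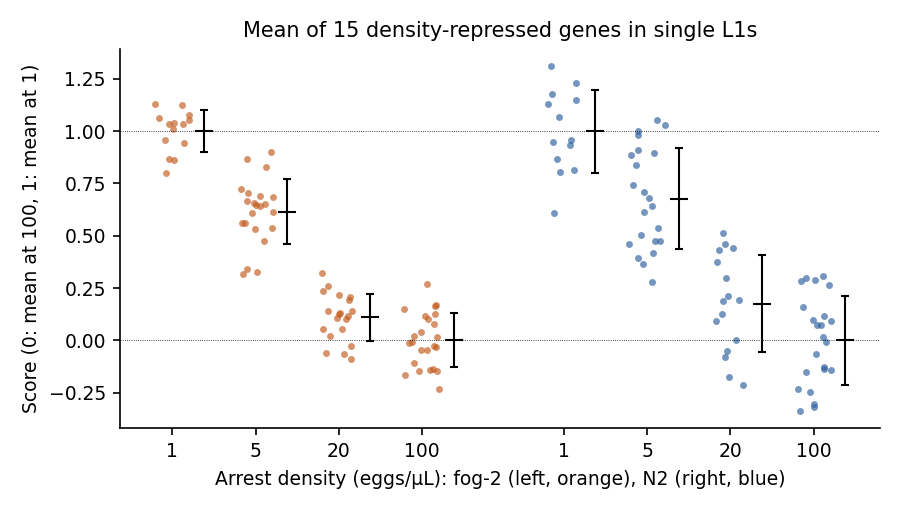
Score of each single L1 (points) by strain and arrest density in eggs/μL, with the mean and SD of each group in black, where 1 is the mean at 1 egg/μL and 0 the mean at 100 eggs/μL of the strain. *fog-2* animals at 5 eggs/μL lie between 0.317 and 0.902, and those at 20 eggs/μL between -0.0892 and 0.324.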

Because our data are single-L1 RNA-Seq data rather than being an ensemble measure from pooled animals, the continuous changes in gene expression reveal a tuneable response being mounted in individual animals, rather than changes in the frequency of phenotypic subpopulations.

**Figure 3:**
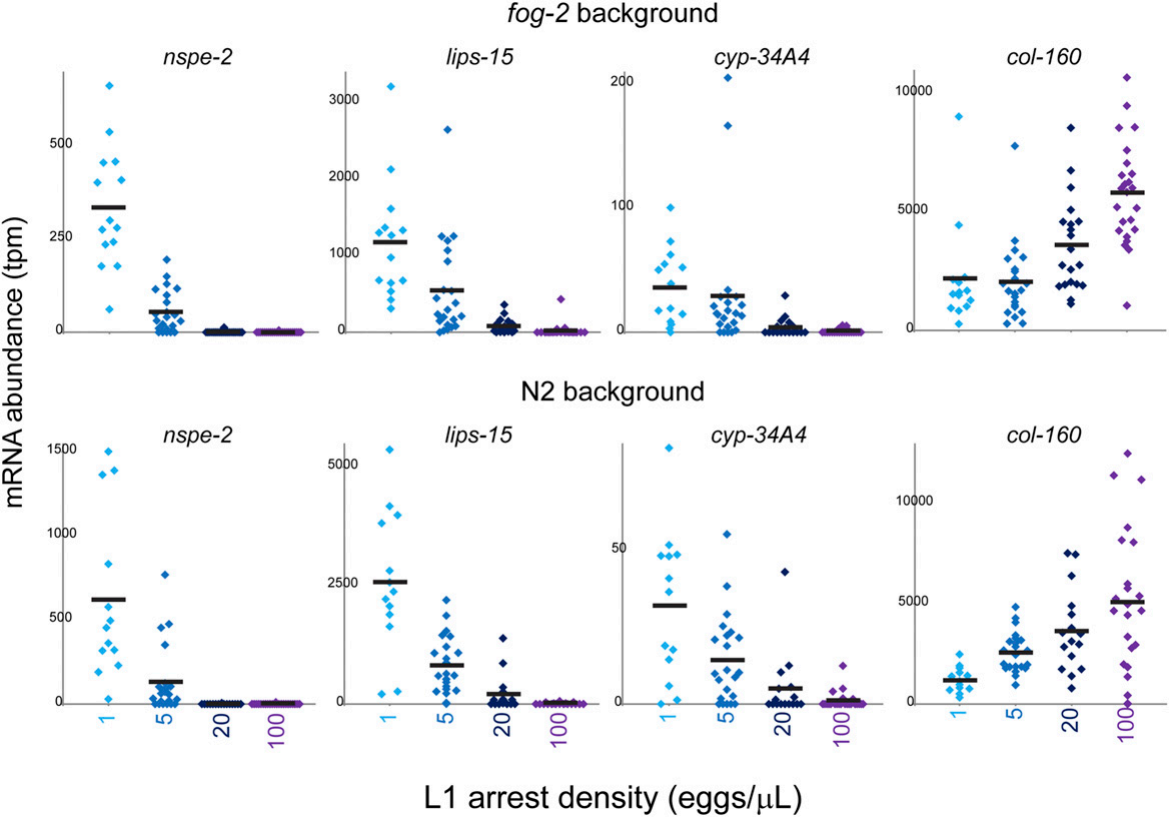
Continuous effects of arrest density on target gene expression. Dot plots show data for the indicated genes in individual L1s arrested at 4 different densities.

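At 1, 5, 20 and 100 eggs/μL in N2, *nspe-1* was at 1559 ± 1098, 285 ± 324, 0.933 ± 2.55 and 16.4 ± 41.2 tpm (SD, n = 13, 22, 16 and 23), and at 100 eggs/μL it was listed at 0 in 15 animals. In *fog-2* it went from 1074 ± 546 tpm (SD, n = 14) at 1 egg/μL to 3.60 ± 8.30 tpm (SD, n = 24) at 100 eggs/μL, with 16 animals at 0. *nspe-2* fell from 334 ± 161 to 0.212 ± 1.04 tpm in *fog-2* and from 620 ± 495 to 0.478 ± 2.29 tpm in N2, with 54.5 ± 56.7 and 129 ± 201 tpm at 5 eggs/μL. For both genes every animal at 100 eggs/μL lay below every animal at 1 egg/μL in either strain (two-sided permutation test, p = 1e-05, the smallest it can give). *lips-15* in N2 was at 817 ± 603 tpm at 5 and 202 ± 385 tpm at 20 eggs/μL. *lips-16* was lower throughout, at 37.6 ± 52.4 tpm in *fog-2* at 1 egg/μL and 1.64 ± 4.62 tpm at 5, and listed at 0 in all animals at 20 and 100 eggs/μL. In N2 it went from 8.39 ± 16.3 to 0.710 ± 2.27 tpm, which did not pass (permutation test, p = 0.057, adjusted p = 0.062).

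The collagen gene *col-160* was at 2182 ± 2195, 2025 ± 1627, 3599 ± 1970 and 5801 ± 2168 tpm in *fog-2* at 1, 5, 20 and 100 eggs/μL, and rose between 1 and 100 eggs/μL (permutation test, adjusted p = 1.3e-05). In N2 it was at 1212 ± 619, 2590 ± 998, 3660 ± 2046 and 5040 ± 3608 tpm, where the difference in mean log2(tpm + 1), 1.2, did not pass (permutation test, adjusted p = 0.19). In 1 N2 animal at 100 eggs/μL *col-160* was listed at 0. Without the 2 N2 animals at 100 eggs/μL that stand apart from the others, that animal among them, the difference was 2.04 (adjusted p = 2.4e-05, chosen after seeing the data), and with medians in place of means 2.03 (adjusted p = 0.0027), while without animals of under 500000 reads it was 0.44 (adjusted p = 0.72). *col-159* rose from 119 ± 133 to 428 ± 222 tpm in *fog-2* and from 90.5 ± 49.7 to 450 ± 357 tpm in N2 (permutation test, adjusted p = 0.015), a difference in N2 of 1.67 that did not pass without the same animals of low depth (1.01, adjusted p = 0.2). The annotated spans of *col-159* and *col-160* overlap on the minus strand of chromosome V (13198231 to 13202177 and 13200982 to 13202189), so that reads may be shared between them. From the change over the 4 densities in single L1s, the paper concludes that individual animals mount a graded response, as opposed to a changing mix of subpopulations.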

Is density signaling mediated by physical contact between animals, or by a soluble factor produced (or consumed) by worms? A previous study demonstrated that conditioned media generated from L1 larvae arrested at high density, provided to low-density L1s, is sufficient to phenocopy a long-term survival phenotype of L1s arrested at high density (Artyukhin *et al.* 2013). We therefore assayed *Plips-15*::*GFP* expression in animals bleached and maintained at low density in either control media or in conditioned media produced by L1-arrested animals cultured at high density (Figure 4A). As before, we observed robust expression of the reporter in animals maintained at low density in control media (Figure 4B). However, this expression was extinguished when L1s were arrested in high density conditioned media (Figure 4C). Repression by conditioned media was reversible, as 1) animals maintained at high density for 22 hr were capable of inducing *lips-15* expression when diluted 100X into control media conditions, and 2) animals hatched at low density in conditioned media were able to induce reporter expression after being washed and transferred to control media (Figure 4D). Activation of GFP occurred within hours in both cases, demonstrating that even under conditions of developmental arrest, L1 worms can sense and rapidly respond to changes in population density. Together with the observation that low density conditioned media could not activate *lips-15* in animals arrested at high density (not shown), our data reveal a density-sensing pathway that is mediated by a soluble factor produced by arrested *C. elegans* L1 larvae. We note that we cannot distinguish in this study between a signal produced only in animals maintained at high density, and a signal produced constitutively by L1 larvae but which is present in low density cultures at concentrations too low to activate the high density response.

**Figure 4:**
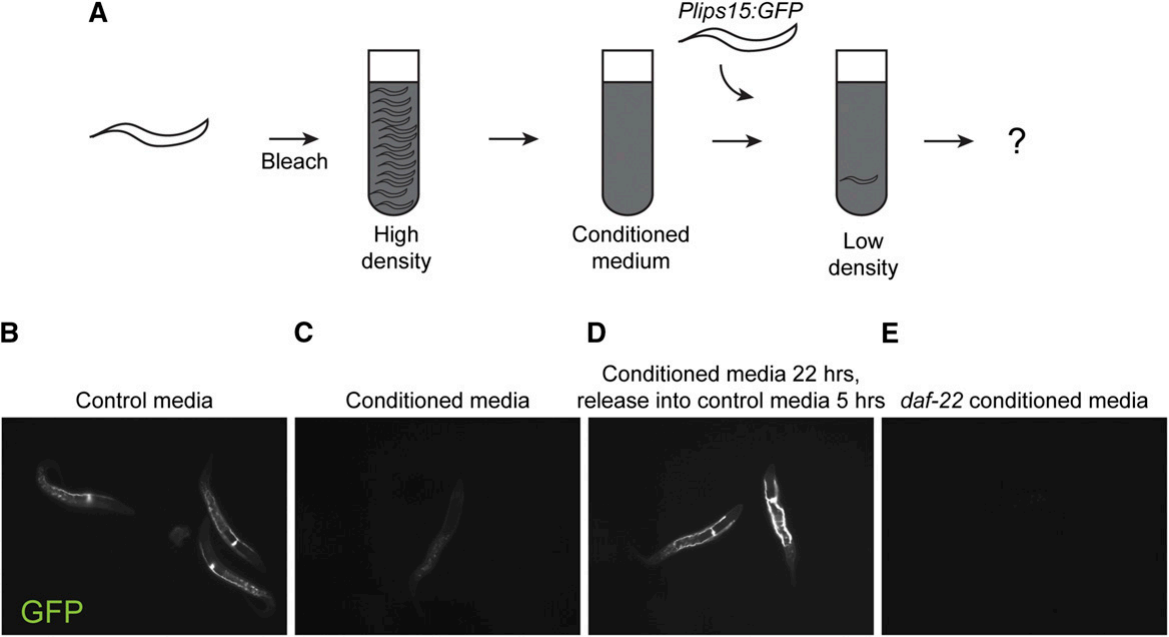
Density effects are mediated by a soluble, ascaroside-independent signal. A) Schematic of conditioned media experiments. B-E) GFP images for *Plips-15*::*gfp* animals maintained at 1 egg/μL in control media (B), high density L1-conditioned media (C), and conditioned media from high-density arrest cultures of *daf-22* mutant animals (E). In (D), reporter animals were arrested in conditioned media as in (C), then washed and suspended at low density in fresh control media for five hours.

### L1 density gene expression effect is mediated by a daf-22/ascaroside independent pathway

*C. elegans* development and behavior are regulated by a variety of small molecule signals. Prominent among these are the ascarosides, a diverse family of ascarylose sugar-based pheromones which regulate an array of phenotypes such as dauer entry and exit (Ludewig and Schroeder 2013). To test the hypothesis that the density effects observed here might be mediated by ascaroside signaling, we generated conditioned medium from high density L1 cultures of *daf-22* mutants, which do not produce any wild-type ascarosides (Butcher *et al.* 2009; von Reuss *et al.* 2012). Conditioned media from *daf-22* mutants robustly repressed *lips-15* expression (Figure 4E), inconsistent with the hypothesis that ascarosides are responsible for this case of density signaling.

## Discussion

Taken together, our data reveal that the density of starved *C. elegans* L1-stage larvae significantly affects gene expression, with some genes responding ∼10-100-fold to animal density. These data demonstrate that arrest density is an important experimental variable to control in molecular studies of L1-stage *C. elegans*. For example, recent pioneering studies of single-cell transcriptomes in developing *C. elegans* were characterized by substantial gene expression variability beyond the expected technical variation, which the authors suggested might be ascribed to developmental timing or preparation of the larvae (Cao *et al.* 2017).

### L1 density signaling in C. elegans

Several recent studies have shown that L1 arrest density can alter various phenotypes in *C. elegans*. For example, L1 density plays a role in parent-offspring signaling, as the presence of L1 larvae on plates was recently shown to alter food-related behaviors in adults (Scott *et al.* 2017). In this case, the relevant signal is lost in *daf-22* mutant, indicating that ascarosides are likely responsible for L1 density signaling. In contrast, an ascaroside-independent signal has been shown to mediate the effects of density on the survival of L1 worms under prolonged starvation (far longer than the time frame of our study) (Artyukhin *et al.* 2013). As in our study, the effects of L1 density on starvation survival could be transferred by conditioned media, and were not mediated by ascarosides. L1 arrest density has longer-lasting effects on worm physiology as well, as population density during larval development, but not density experienced as adults, alters later development rates and adult lifespan (Ludewig *et al.* 2017). As with density effects on L1 starvation survival, the density signal in this study was produced in *daf-22* mutants, again supporting the existence of a non-ascaroside signal produced by L1s.

It seems likely that the target genes identified here respond to this previously-described high-density signal, as we find that *lips-15* expression is suppressed by a density signal present in conditioned media from both wild-type and from *daf-22* mutants. Although we do not identify the signaling molecule(s) produced (or consumed) by L1 animals here, it is interesting to note that two of the most highly density-regulated genes – *nspe-1* and *nspe-2* – correspond to nematode-specific genes encoding predicted neuropeptides, and their response to animal density could reflect negative feedback control of their expression. Alternatively, the prominent regulation of genes related to lipid metabolism here could be related to the previously-reported antagonism between ascarosides and the high density signal (Ludewig *et al.* 2017), as for example it is plausible that secreted lipases (*lips-15*, etc.) or other enzymes could alter or degrade lipid signals. That said, the high density signal reported by Artyukhin *et al.* appears to be a mixture of small (<3 kD) molecules, arguing against this latter hypothesis. Whatever the nature of the signal, the robust response of the *Plips-15*::*GFP* strain developed here could provide a convenient reporter for genetic screens to identify the relevant signal and its effector pathway.

## Supplementary Material

Supplemental material is available online at www.g3journal.org/lookup/suppl/doi:10.1534/g3.118.200056/-/DC1.

How the deposited data were processed for this re-analysis (not part of the article)

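Single L1s of *C. elegans* were compared by RNA-Seq after 22 hr of arrest at 1, 5, 20 or 100 eggs/μL, in the *fog-2* and N2 backgrounds. The authors' deposited tables hold tpm values from RSEM for 47639 transcript rows per strain, and their processing notes name Bowtie and the ce11 genome build without versions. Of the columns, 146 were matched to a single labelled animal and 8 to their strain and density only, and 0 columns were left out. Gene symbols came from RefSeq (46165 rows) and then Ensembl, and 47048 rows were placed with the Ensembl annotation of WBcel235. No annotation was found for 590 rows.

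The values were analysed as log2(tpm + 1) in R 4.3.3 with limma 3.58.1 and data.table 1.17.8, and in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9. Rows with at least 1 tpm in at least 13 of the 74 animals at 1 and 100 eggs/μL were tested, 16969 in all. The comparison of 100 with 1 egg/μL used limma with a mean-variance trend and strain as a covariate, Benjamini-Hochberg adjustment and a threshold of 0.05. Each strain was also fitted alone, the difference between strains was tested as an interaction term, and steps between neighboring densities were tested over all animals. Gene lists were tested with camera at a preset correlation of 0.01 and with an estimated correlation. Levels of single genes, read depth and detected rows were compared with two-sided permutation tests of 100000 resamples.

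Genes named are those of the paper's text, those printed in Fig. 1B and Fig. 3, the 12 rows with the largest change in each direction among those past the threshold with the same sign in both strains, and up to 4 members of each gene list with the smallest adjusted p. This rule, the lists and the alternatives were set before the data were examined, except where the text says otherwise. The paper's text and figures were known by then. The alternatives changed the pseudocount, the filter on low values, the normalization, covariates for depth, the animals included, the handling of the digit in the animals' names, the summing of isoform rows, the variance model and the threshold.

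Depth was 227752 to 4576272 uniquely aligned reads per animal. The values are tpm, so no counting interval is given for them, and the spread between animals stands for their precision. The comparison was tested on simulated data made from these animals with 50 rows changed at each of 4 sizes. With the residuals of each row shuffled alone, 7 of 148 calls were false, and 100% of rows changed by 3 on the log2 scale, 54% of those lowered by 1 and 28% of those raised by 1 were called. With whole animals shuffled, which keeps the correlation between rows, 34 of 172 calls were false, above the nominal rate, and 22% of rows lowered by 1 and 54% of those raised by 1 were called. Counts of rows past the threshold carry this limit. The paper's supplementary tables of expression values were not used, and the reporter and conditioned media experiments were not analysed here.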

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

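The tests with uniquely aligned reads and with detected rows as covariates for the split of higher and lower rows and for the strain counts, and the comparison with random gene lists, were chosen after the results were seen. The tests with the maternal list, on the pud genes, on the *fog-2* animals left out and with splits of whole name digit groups were added after the patterns were seen and before their own results, and the splits of single animals were set beforehand.

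More rows were higher than lower at 100 eggs/μL, 1699 against 350. With uniquely aligned reads as a covariate, 83.14% of the rows past the threshold were higher. These reads were not shown to differ between 100 and 1 egg/μL (permutation test, adjusted p = 0.73 in *fog-2* and 0.42 in N2). The covariate could thus move the share little, and it is a weak test of read depth. The number of detected rows per animal is a candidate explanation, since with it as a covariate the share was 34.7%, although detection can itself be an outcome of density. RNA of eggs or embryos in some libraries, which picking single L1s into separate tubes would remove, cannot be told apart from the effect of density, since the share was 47.57% with the maternal and early embryo list as a covariate, but 18 of 99 random lists of matched level gave a share as low. An effect of density on many transcripts stays open.

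The genes *pud-1.1* (log2 fold change -6.53), *pud-1.2* (-6.46), *pud-2.2* (-6.29) and *pud-2.1* (-6.23), which the paper does not discuss, fell at 100 eggs/μL. Reads shared only among the near-identical copies would leave their sum unchanged, and their summed tpm had a log2 fold change of -6.99 (SE 0.66, limma, adjusted p = 6.76e-14). Since all 4 genes fell, the sum had to fall too, so it adds little as a test. The number of detected rows is argued against as the cause, with a median of -6.82 over the 4 genes when it is a covariate. A response of these genes to density may account for the fall, as a hypothesis found and tested on the same animals.

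Fewer rows passed in N2 than in *fog-2*, 42 against 1104. The number of detected rows is argued against only as the whole cause, since with it as a covariate the counts were 39 and 197, still 5.05 times as many in *fog-2*, and a part of the gap stays open. With means by name digit the counts were 10 and 15. Read depth was lower in N2, with medians of 638327 and 694761 uniquely aligned reads at 1 and 100 eggs/μL, against 1067680 and 887128 in *fog-2*. Without animals of under 500000 reads, 91 rows passed in N2 and 828 in *fog-2*. A part of depth in the gap thus stays open. A larger spread between N2 animals cannot be told apart from a smaller effect. Over 105 rows chosen in part of the *fog-2* animals, the median effect in N2 was 0.589 of that in the *fog-2* animals left out. This ratio was 0.819 for the lower rows and 0.574 for the higher ones, and the residual SD was 1.14 times as large in N2. The bootstrap interval of the 0.589, 0.446 to 0.792, was taken over rows, so it does not measure the spread between animals or cultures. A difference between the backgrounds in their response stays open.

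The change with density differed between the strains for 5 gene lists by camera on the interaction term, none of which passed with an estimated correlation (lowest adjusted p = 0.436). These were ascaroside synthesis (adjusted p = 0.00147, medians 0.97 in *fog-2* and 1.59 in N2), cytosolic ribosomal proteins (adjusted p = 0.000241, -0.48 and -0.79), heat shock proteins (adjusted p = 0.0159, 0.08 and 0.79, but adjusted p = 0.168 without the 2 N2 animals that stand apart), maternal and early embryo markers (adjusted p = 0.00147, 1.05 and 0.28) and nuclear hormone receptors (adjusted p = 0.0315, 0.09 and 0.21). Among genes that the paper does not discuss, *ins-20* had a log2 fold change of -5.37 (limma). The largest rises among such genes were *cyp-13A10* (3.41), *F07C4.6* (3.31), the pseudogene *arrd-27* (3.16), *acs-7* (3.12), *col-101* (3.01), *Y49F6C.6* (2.82), *C35E7.5* (2.80), *F07H5.13* (2.68), *T24D3.2* (2.66), *R09E10.13* (2.58) and *hrg-2* (2.57).

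The counts of rows were set against 100 splits of the animals within strain, the real one included. No other split reached the count in the merged comparison (2049, highest other 5), *fog-2* (1104, highest other 34) or N2 (42, highest other 3). The same held for 5 against 1 egg/μL (162, highest other 8), 20 against 5 (92, highest other 1) and 100 against 20 eggs/μL (1635, highest other 33). This excludes chance only if single animals are independent. For the number of gene lists (15) chance can be excluded less firmly, since the other splits had a median of 5 and the highest of them also gave 15, and 5 lists pass with an estimated correlation. For the interaction term, with 0 rows and a highest other of 3, the splits decide nothing, since each of the 100 reaches 0. These splits take single animals as independent, while the score at 5 eggs/μL differed with the name digit. The steps between densities were not split by name digit, so chance is not excluded for them at that level. With the animals of a name digit moved together, no other of 100 splits reached the merged count (2049, highest other 1670, which moved 9 animals, all of N2). Other splits that moved only N2 animals gave 1315, 1311 or as few as 0 rows. Chance is excluded there only if the digit groups, whose meaning is not stated, are independent. The 10 splits of *fog-2* (1104, highest other 15) and of N2 (42, highest other 11) are too few for a share under 0.05.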

How the results depend on the processing

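The maternal list covariate and the animals left out for standing apart were chosen after seeing the data. Of 2074 values of 110 named genes, 1832 kept their direction and side of the threshold, 230 no longer passed and 12 newly passed, and 43 of the 102 genes past the threshold passed in every alternative. The balance of higher and lower rows turned under several alternatives. The counts moved as follows, and except where fewer animals, fewer rows or a stricter threshold entered by construction, the cause was not tested.

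For the merged comparison (1699 higher, 350 lower), Bonferroni adjustment gave 64 and 61, the threshold in each strain alone 8 and 23, and a fold change over 2 795 and 157. Higher rows numbered 935 with a pseudocount of 10, 309 with a mean of at least 10 tpm, 448 after quantile normalization, 161 (303 lower) with detected rows as a covariate and 235 (259 lower) with the maternal list as a covariate. Means per strain, density and name digit gave 471 and 88, and leaving out the animals of each name digit gave 1.2e+02 to 757 higher and 58 to 268 lower.

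In *fog-2* (915 higher, 189 lower), higher rows numbered 298 with a pseudocount of 10, 563 with no filter, 167 with a mean of at least 10 tpm, 222 after quantile normalization and 1453 with all animals in the fit. Detected rows as a covariate gave 84 and 113, the maternal list 54 and 61, means by name digit 2 and 13, and leaving out each name digit 1.2e+02 to 250 and 43 to 128. In N2 (14 higher, 28 lower), higher rows numbered 9 with a pseudocount of 10, 55 (36 lower) without animals of low depth and 30 without the animals that stand apart. All animals in the fit gave 108 and 133, means by name digit 0 and 10, and leaving out each name digit 2 to 12 and 8 to 20. The interaction term called 2 rows with a pseudocount of 10 and 1 without the animals that stand apart. At 20 against 5 eggs/μL, 1 row was higher with a pseudocount of 0.1. At 100 against 20 eggs/μL, 844 were higher with a pseudocount of 10, and 3 were higher and 8 lower with a mean of at least 10 tpm.

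The meaning of the digit in the animals' names is not stated. The deviation of each digit's mean from the mean of its strain and density was correlated, across rows, between 1 and 100 eggs/μL. In *fog-2* the correlations of equal digits were -0.007, -0.126 and 0.118, where the highest with another digit were 0.175, 0.168 and 0.043. In N2 they were 0.051, 0.114 and 0.057, each above the highest with another digit (-0.015, 0.006 and 0.039). Since they were this low, the digit was not used to pair animals. With the digit as a block in the fit, 1158 rows were higher and 286 lower in the merged comparison, 947 and 195 in *fog-2*, and 10 and 18 in N2.

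In N2, *col-159* had a difference of 1.01 without animals of low depth (adjusted p = 0.2), and *col-160* of 2.03 with medians (adjusted p = 0.0027), 2.04 without the animals that stand apart (adjusted p = 2.4e-05) and 0.44 without animals of low depth (adjusted p = 0.72). On linear density a line was nearer for 7 genes named in the text, 175 lower rows and 1472 higher rows. Without *nspe-1*, *nspe-2*, *lips-15* and *lips-16*, 6 *fog-2* animals lay between at 5 eggs/μL, and 0 N2 animals at 5 and 0 at 20 eggs/μL. In *fog-2* at 20 eggs/μL, 2 lay between with a pseudocount of 10 and 6 with the 5th and 95th percentiles. Of the gene lists (5 higher, 10 lower), 1 and 4 passed with an estimated correlation, and 9 were higher with detected rows as a covariate. Depth limits most the transcripts at a few tpm, which are listed at 0 in many animals.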

Differences from the paper's values

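The alternative without the animals that stand apart was chosen after the values were seen. The paper reports 53 density-regulated genes between 1 and 100 eggs/μL in the merged strains, and 2049 transcript rows passed here. The paper's text gives an adjusted p under 0.05 in the legend of Fig. 1B and names no test for it. All of the alternatives set before the data were examined also differ from the paper's 53, the nearest being 31 with the threshold in each strain alone, 64 higher and 61 lower with Bonferroni adjustment, and 182 without the animals of name digit 3.

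The paper states that both backgrounds gave essentially identical results. Here 1104 rows passed in *fog-2* and 42 in N2 (15 and 10 with means by name digit), the log2 fold changes had a Pearson's r of 0.43 across rows, and 0 rows passed the interaction term (limma). The r was 0.51 over the 7757 rows with a mean of at least 10 tpm. No r between parts of the same strain is given here to set it against, so it does not show that the strains differ. A gap in the number of rows past a threshold is not in itself a difference between the strains. Of 105 rows chosen in part of the *fog-2* animals, 89.5% had the same sign in N2 and 96.2% in the *fog-2* animals left out. The paper's own markers *nspe-1*, *nspe-2* and *lips-15* had log2 fold changes of -8.82, -8.08 and -8.27 in *fog-2* and -8.74, -8.58 and -9.0 in N2.

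The paper states that a pair of collagen genes rose and that many further collagen genes were also higher without passing singly, and here 18 were higher past the threshold and 100 did not pass. The paper states that few genes were upregulated, and here 1699 rows were higher and 350 lower, or 448 and 437 after quantile normalization. Lower rows were the more numerous with the threshold in each strain alone (8 higher and 23 lower) and with detected rows as a covariate (161 and 303).

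Of the 53 rows of Fig. 1B genes, 51 passed. The others were *nnt-1* (log2 fold change 0.85, limma, adjusted p = 0.0645), which passed with a pseudocount of 10 (adjusted p = 0.0106), with all animals in the fit (0.0116) and, chosen after seeing the values and dropping 0 of the rows of that figure called otherwise, without the animals that stand apart (0.000122), and *Y24D9A.11* (-1.04, adjusted p = 0.0607), which passed with a pseudocount of 10 (0.00982), without animals of low depth (0.0107) and without the animals of name digit 2 (0.0372). Under other alternatives fewer rows of that figure passed, 4 higher and 28 lower without name digit 3, 7 and 28 with means by name digit, 8 and 30 without name digit 2, and 7 and 36 with detected rows as a covariate.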

Other observations

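The 2 animals described last, and the genes named for them, were chosen after their values were seen. Genes of ascaroside synthesis, the peroxisomal enzymes that make the worm's small-molecule signals, were higher at 100 eggs/μL. Of 8, 4 were higher and 0 lower (8 and 0 when adjusted over the list alone), with *maoc-1* at a log2 fold change of 1.64, *acox-3* at 1.78, *daf-22* at 1.46 and *dhs-28* at 1.05, and camera gave an adjusted p of 2.51e-05, and an adjusted p of 0.0233 with an estimated correlation. Cytosolic ribosomal proteins fell together, 58 of 63 lower and 0 higher (60 and 0 when adjusted over the list alone), with a median of -0.65, and -0.61 after quantile normalization. Examples are *rpl-3* (-0.72) and *rps-6* (-0.78), and camera gave an adjusted p of 2.12e-66, and an adjusted p of 0.0206 with an estimated correlation. Of 39 translation factor genes, 9 were lower and 0 higher (9 and 0 when adjusted over the list alone), among them *eef-1B.1* (-0.76) and *eef-1A.1* (-0.59) (camera, adjusted p = 1.59e-10, and adjusted p = 0.00336 with an estimated correlation).

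Of 23 heat shock genes, 3 small heat shock genes were higher, *hsp-12.3* (2.42), *hsp-12.6* (2.33) and *hsp-12.1* (1.21), and *hsp-90* was lower (-0.63), with the same counts adjusted over the list alone (camera, adjusted p = 0.695). Of 8 stress genes activated by DAF-16, 3 were higher and 0 lower (4 and 0 when adjusted over the list alone), among them the catalase genes *ctl-1* (1.15) and *ctl-2* (1.04) (camera, adjusted p = 0.0567, adjusted p = 0.317 with an estimated correlation, and 0.0108 after quantile normalization). C-type lectin genes had 25 higher and 8 lower members of 141 (28 and 8 when adjusted over the list alone), with *clec-184* (-2.60) and *clec-246* (-2.29) among the lower. UDP-glucuronosyltransferase genes had 7 higher and 4 lower of 62 (12 and 4 when adjusted over the list alone), and glutathione S-transferase genes 4 and 3 of 40 (5 and 4 when adjusted over the list alone), with *gst-19* at 2.45. Of 100 flp and nlp neuropeptide genes, 4 were higher and 0 lower (1 and 0 when adjusted over the list alone), among them *nlp-78* (1.66) and *nlp-29* (0.58). Camera placed this list below the other rows (adjusted p = 0.0038, and adjusted p = 0.387 with an estimated correlation), with a median of -0.03 and a mean of 0.003, and not after quantile normalization (adjusted p = 0.198). Markers of body wall muscle, pharynx and intestine had 0 members past the threshold, also when adjusted over the list alone. Camera placed these lists lower (adjusted p = 0.011, 0.0119 and 0.0401), and gave adjusted p = 0.387, 0.387 and 0.317 with an estimated correlation and 0.198, 0.105 and 0.179 after quantile normalization. Of 20 V-ATPase genes 0 passed (0 when adjusted over the list alone), and camera placed the list lower (adjusted p = 0.00764, and adjusted p = 0.354 with an estimated correlation). Of 11 germline markers, *nos-2* was higher (1.03) and 0 were lower (1 and 0 when adjusted over the list alone; camera, adjusted p = 0.775).

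In N2 at 100 eggs/μL, 2 animals stand apart from the other 21. Their median correlation with the animals of their group was 0.561 and 0.538, where each of the other 152 animals reached at least 0.615, and their correlation with each other was 0.715. They had 540929 and 623134 uniquely aligned reads. Transcripts of *grl-16* (1653 and 3994 tpm, highest of the others 17.1), *abu-8* (1190 and 3442, highest of the others 24.9), *cut-2*, a cuticlin gene (2418 and 3403, highest of the others 26.8) and *numr-1* (3707 and 3734, highest of the others 286) were high in both. *spig-15*, with a median of 2319 tpm in the others, and *col-98*, with 1845 tpm, were listed at 0 in both. The mean log2(tpm + 1) of the heat shock list was 5.64 and 6.09 against 3.60 ± 0.95 (SD, n = 21) in the others, that of the collagen list 2.72 and 3.42 against 2.2 ± 0.40, and that of the maternal and early embryo list 1.37 and 0.63 against 0.95 ± 0.54. The highest of the others reached 6.2, 3.27 and 2.56 for these lists, so only the 3.42 of the collagen list lay beyond them.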
